A study of Homo sapiens with 12 samples.

How the data were processed

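RNA was measured by sequencing in 12 libraries of Huh-7.5 cells, an established human hepatocellular carcinoma line. The cells had been engineered to express the peroxidase APEX2, a proximity-labelling enzyme, in 3 versions: APEX-NES, APEX-NLS and APEX-G3BP1. NES and NLS are the usual abbreviations of a nuclear export and a nuclear localization signal, and G3BP1 is a stress granule protein. Each line was sampled after a mock treatment and after 0.5 mM sodium arsenite for 45 minutes, an oxidant that stops translation and makes stress granules form, with 2 numbered replicates per line and treatment. Groups and replicate numbers were read from the sample titles and from the genotype and treatment labels, and all 12 libraries were placed in the 6 groups. Per the labels' protocols, RNA was isolated with Trizol, ribosomal RNA was depleted and libraries were made with the NEBNext Ultra II Directional kit, which keeps the strand of the RNA. This is the RNA of whole cells, with no enrichment by APEX2 labelling recorded in the labels.

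The authors deposited 1 table of raw counts per gene with 61255 rows and 16 columns. The unit was read from the values, which are whole numbers with a different total in each column. The aligner, the counting program, the strand setting of the counting, the genome build and the gene annotation are not stated per the labels or per the file headers. Of the 16 columns, 4 matched no sample label and were not used in any step. Rows carry a gene symbol or, in 20930 rows, an Ensembl gene identifier. A total of 61245 rows were matched to an Ensembl identifier and 57052 to GENCODE release 29, which is annotated on GRCh38. GENCODE release 29 and the RefSeq gene table of GRCh38.p14 were used only for gene names, types, lengths, GC content, overlaps and neighbours, and no coordinates are given because the build behind the counts is not stated.

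The 12 libraries held between 1090308 and 1461067 counts. The smallest level that a library could show was set at 3 counts, which is between 2.05 and 2.75 CPM (counts scaled to a common library total). Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Where all libraries on one side of a comparison had 3 counts or fewer, the fold difference was computed against the floor and is given as a lower bound.

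Differential expression was tested on the counts as deposited with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the filterByExpr filter with its minimum count of 10 and minimum total count of 15, and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were called. The filter left 13108 genes. The average arsenite effect was fitted in all 12 libraries with line and treatment as additive terms, which left 8 residual degrees of freedom. Line-specific effects, differences between these effects and differences between mock groups were contrasts of a model with 1 mean per group, which left 6 residual degrees of freedom. Standard errors of log2 fold changes were taken from the fold change and the F statistic. CPM values of single genes were computed with TMM-scaled library sizes and are given as mean ± SD.

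Genes to be named were chosen by a rule fixed before the data were examined. For the average effect these were the 8 largest rises and the 5 largest falls among called genes with a mean of at least 1 CPM and the same direction in all 6 same-numbered pairs of mock and arsenite libraries. For the dependence on line they were the 5 genes with the largest spread of the 3 line-specific log2 fold changes, and for each mock comparison the 3 largest rises and the 3 largest falls, among called genes with a mean of at least 1 CPM. The gene G3BP1 and a panel of 34 stress-response genes were also fixed in advance. Other genes named in the text were chosen after their values were seen, and are said to be.

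Replicates of a group were compared by a chi-square test over genes with at least 20 counts in the pair and all 6 pairs differed beyond sampling noise. No pair was therefore treated as 1 library deposited under 2 names, and each library was counted as a replicate as labelled. The test compares libraries with counting noise alone and does not show how separately the cells or libraries were prepared. The replicate numbers come from the sample titles. Whether same-numbered libraries deviate together was checked by correlating deviations from the group means, and fits with the replicate number as a block were made beside the fits without it.

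The alternatives tried were DESeq2 size factors, total counts without further scaling, no filter, a filter on a mean of at least 1 CPM, the DESeq2 test (DESeq2 1.42.0), a replicate block common to all lines or separate within lines, stricter thresholds, fits restricted to 1 line or to mock libraries, the mean of the line-specific contrasts, and leaving out each library in turn. Removing a trend with gene length or with GC content, and leaving out the 50 most counted genes, were added after the data were seen. Length was known for 94.9% and GC content for 94.8% of tested genes, and trends were removed in 20 bins.

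The tests were first run on simulated data for the 13108 genes, with 200 genes changed by 2-fold or 4-fold. Counts were drawn from the observed means and library sizes. The dispersion of each gene was set to the fitted trend with expression, not to its own estimate. Genes with unusually variable replicates were therefore not simulated, and the shares below do not cover them. For a change in all lines, edgeR called 87.5% of the 200 changed genes in the average effect and 66.5% in the NES effect, and 1.69% and 5.67% of its calls were genes that had not been changed. For a change in G3BP1 arsenite libraries alone, the test of line dependence called 50% of the 200 changed genes, with 9.09% of its calls unchanged. DESeq2 called 79.5%, 46% and 38% of the 200 changed genes in the same 3 tests, with 0%, 0% and 1.30% of its calls unchanged. In 1 data set simulated without a change, edgeR and DESeq2 each called 0 genes in the average effect, the NES effect, the line dependence, the difference of G3BP1 from the other lines and the mock comparison of NLS with NES. Tests over neighbouring genes and random gene sets were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.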

Results

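Counts per gene were analysed for 12 RNA libraries from 3 engineered Huh-7.5 lines expressing APEX2 with an NES, with an NLS or fused to G3BP1, each after mock treatment or after 0.5 mM sodium arsenite for 45 minutes, with 2 replicates per group. The study asked how the transcriptome of these lines changes under stress. Library totals ranged from 1090308 to 1461067 counts. Mock libraries held 1238995 ± 99562 counts (SD, n = 6) and arsenite libraries 1344907 ± 112647 counts (SD, n = 6), and the totals did not differ between treatments (two-sided exact permutation test, p = 0.119). At these totals the smallest level that could be shown, 3 counts, was between 2.05 and 2.75 CPM. Between 24142 and 27011 rows had at least 1 count in a library. Log2 CPM values of the replicates of a group correlated across the 13108 tested genes with Pearson's r between 0.964 and 0.970, where genes are not independent replicates.

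The rows that held most counts set a limit on what gene names mean in this table. TALAM1, which RefSeq lists as an antisense RNA overlapping MALAT1, had 44233 to 81932 counts per library, whereas MALAT1 had 16 to 37. For the X-linked pair of opposite genes, TSIX had 7684 to 11214 counts and XIST had 9 to 31. The row ENSG00000269968, annotated opposite to GAPDH in GENCODE release 29, had 12070 to 22188 counts and GAPDH itself had 5 to 40. BEST1, annotated opposite to FTH1, had 11497 to 18070 counts and FTH1 had 11 to 34. Further rows of genes usually abundant in liver-derived cells were near the floor in the same way, with 11 to 29 counts for ALB and 26 to 49 for ACTB. The 81 ribosomal protein genes had a median of 4 to 6 counts per library. These pairs were chosen after their values were seen. A gene name below therefore denotes a row of the table, and whether its counts come from transcripts of that gene or from the other strand is uncertain, because the strand setting of the counting is not stated.

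**Figure D1:**
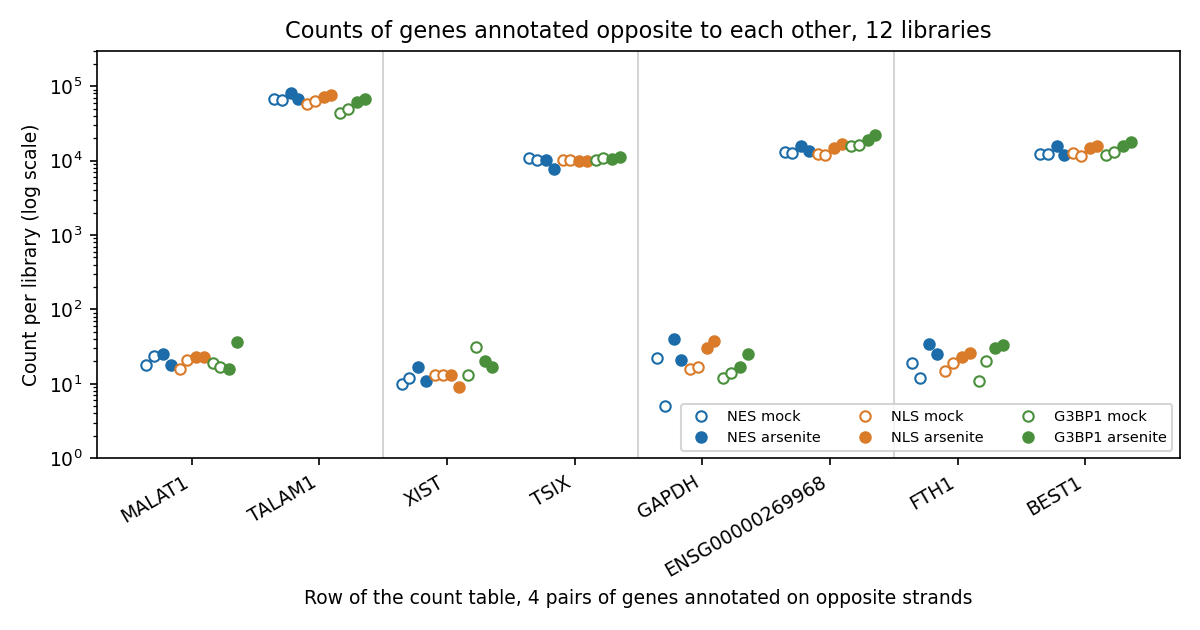
Counts per library on a log axis for 4 pairs of rows whose genes are annotated on opposite strands, with 1 point per library, open points for mock and filled points for arsenite libraries, coloured by line. MALAT1, XIST, GAPDH and FTH1 stayed between 5 and 40 counts in all 12 libraries, and their partners between 7684 and 81932.

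The gene carried by the G3BP1 construct was examined first. The G3BP1 row had 1 to 23 counts per library. Its level was 18.8 ± 0.730 CPM in G3BP1 mock and 9.50 ± 1.11 CPM in G3BP1 arsenite libraries, against 2.97 ± 3.10 CPM in NES mock, 6.11 ± 2.57 CPM in NES arsenite, 14.6 ± 2.35 CPM in NLS mock and 12.1 ± 5.37 CPM in NLS arsenite libraries (SD, n = 2 each). Over both treatments the G3BP1 line was higher than the mean of the other lines by a log2 fold change of 0.81 (SE 0.274, edgeR adjusted p = 0.0152), and DESeq2 did not call this difference (log2 fold change 0.82, DESeq2 adjusted p = 0.131). NLS mock libraries lay between the 2 treatments of the G3BP1 line. At these counts the row did not separate the libraries labelled G3BP1 from the others and gives no check of the labels.

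The first comparison asked which genes change with arsenite on average over the 3 lines. Of 13108 genes tested, 4986 were called at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 2544 higher and 2442 lower after arsenite. A change of at least 2-fold was found in 1140 of these, 746 higher and 394 lower. The fold change had the same sign in all 3 lines for 4746 of the 4986 genes. Across alternatives at the same threshold the DESeq2 test moved the count most, to 3662 genes, of which 3660 were among the 4986. With the replicate number as a block, 4983 genes were called, of which 4951 were among the 4986. Same-numbered mock and arsenite libraries of a line did not deviate together (Pearson's r across 6521 genes of −0.0492 in NES, −0.0101 in NLS and 0.00578 in G3BP1), so the numbers gave little evidence of pairing. With scaling by total counts alone, 2168 genes were higher and 2856 lower, and the median log2 fold change of all genes moved from −0.012 to −0.060.

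Among genes that changed in the same direction in all 6 same-numbered pairs, the 8 largest rises were all in rows with at most 2 counts in every mock library, so that only lower bounds of the fold change can be given. ENSG00000238061, a processed pseudogene, had the highest level of these after arsenite, with 15.04 ± 5.33 CPM (SD, n = 6), at least 6.10-fold higher than the mock floor (edgeR adjusted p = 3.27e-15). GAS2L2 reached 11.97 ± 3.41 CPM (at least 4.86-fold, adjusted p = 1.82e-13), IL17C 10.6 ± 1.998 CPM (at least 4.29-fold, adjusted p = 3.01e-11) and GTF2B 10.6 ± 3.75 CPM (at least 4.28-fold, adjusted p = 1.17e-10). The other named rises, ANKRD40CL, ADCY4, TTC24 and SCYGR9, reached 6.19 to 8.60 CPM and at least 2.51-fold to 3.49-fold, with edgeR adjusted p-values between 9.56e-10 and 9.75e-08. None of these 8 rows had an exon of another gene on the opposite strand of its exons in GENCODE release 29. That does not show that their counts come from their own transcripts, because transcription of the other strand outside annotated exons was not excluded.

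Among the 5 largest falls, the row with the most counts was PEPD, which fell from 47.9 ± 13.6 CPM in mock to 10.03 ± 4.51 CPM in arsenite libraries (SD, n = 6 each), a log2 fold change of −2.26 (SE 0.176, edgeR adjusted p = 3.55e-21) with −2.78 in NES, −2.08 in NLS and −2.02 in G3BP1. S100P (log2 fold change −2.34, SE 0.428) fell from 8.21 to 1.59 CPM and ATP6V0CP1 (log2 fold change −2.33, SE 0.414) from 8.69 to 1.61 CPM, where the mean arsenite level is under the lowest floor of 2.05 CPM. SLC25A14P1 and ENSG00000212240 had log2 fold changes of −2.26 (SE 0.345) and −2.20 (SE 0.479). ATP6V0CP1 and SLC25A14P1 are processed pseudogenes and ENSG00000212240 is an snRNA row of a multigene family, so their counts may be shared with near-identical genes. The edgeR adjusted p-values of these 4 rows were between 3.59e-08 and 8.59e-05.

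Tested within each line, the arsenite effect was called for 2658 genes in NES (1425 higher, 1233 lower), 2334 in NLS (1267 higher, 1067 lower) and 2146 in G3BP1 (1209 higher, 937 lower) by edgeR. With the replicate block the counts were 2738, 2406 and 2200, with 2645, 2324 and 2138 of them among the calls without the block. DESeq2 called 1003, 697 and 749 genes. With scaling by total counts alone the majority of calls was lower in each line, with 1312 higher and 1380 lower in NES, 1081 and 1271 in NLS, and 929 and 1177 in G3BP1. Of 4242 genes called in at least 1 line, 926 were called in all 3 lines, and 925 of those in the same direction, 550 higher and 375 lower. Among 2272 genes called in exactly 1 line, 1723 had a fold change of the same sign in all 3. Across the 6521 genes with a mean of at least 20 CPM, log2 fold changes correlated with Pearson's r of 0.805 between NES and NLS, 0.726 between NES and G3BP1 and 0.680 between NLS and G3BP1. Across all 13108 tested genes the values were 0.668, 0.641 and 0.585. These correlations are across genes, which are not independent replicates.

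**Figure D2:**
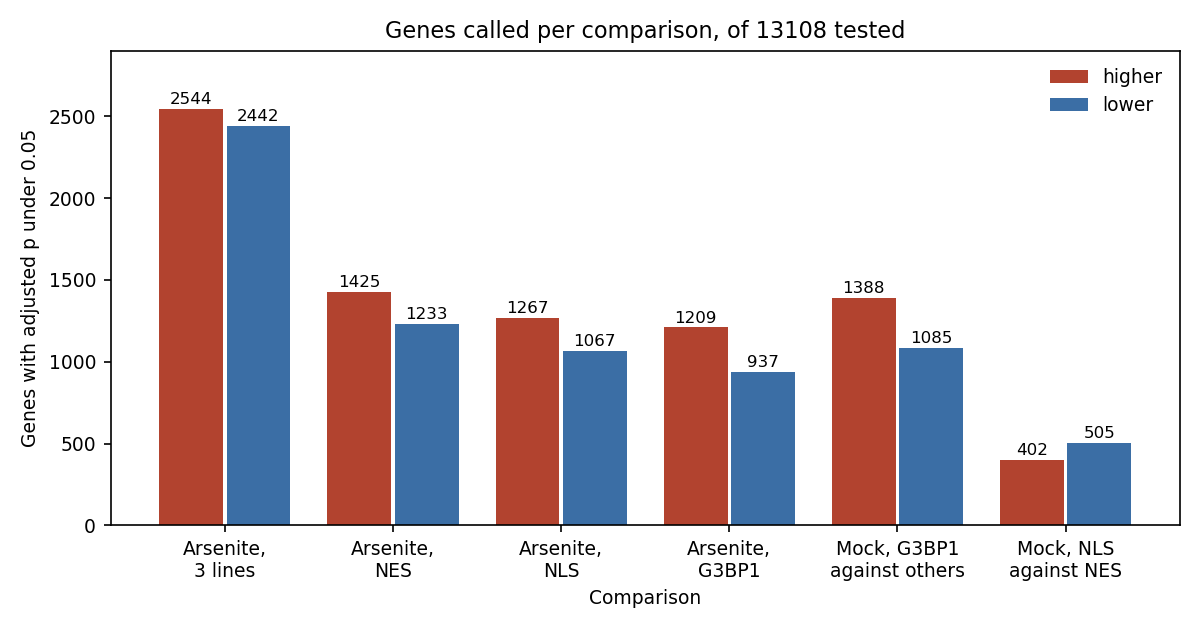
Number of genes with an edgeR adjusted p under 0.05 in 6 comparisons, with 1 bar for genes that were higher and 1 for genes that were lower, out of 13108 tested. Arsenite changed 2544 genes upward and 2442 downward on average over the lines, and the G3BP1 mock libraries differed from the other mock libraries in more genes than the NLS and NES mock libraries differed from each other.

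Whether the arsenite effect differs among the lines was tested directly. The joint test of both differences called 24 of 13108 genes by edgeR. The contrast of G3BP1 with the mean of NES and NLS called 20 genes, 7 with a higher and 13 with a lower effect in G3BP1, and the contrast of NLS with NES called 2 genes. With the replicate block these counts were 32, 22 and 4. DESeq2 called 0 genes in each of the 3 tests, with 216, 298 and 171 genes at an unadjusted p under 0.05. The 2 genes of the NLS and NES contrast, named after their values were seen, were OSBPL10 and FEN1. OSBPL10 rose by a log2 fold change of 1.59 in NES and 0.75 in NLS (difference −0.84, SE 0.149, edgeR adjusted p = 0.000953), and FEN1 by 1.72 and 0.51 (difference −1.21, SE 0.239, edgeR adjusted p = 0.00739). For both, arsenite levels were close in the 2 lines and mock levels were lower in NES, with 98.5 ± 3.43 CPM against 164 ± 16.6 CPM for OSBPL10 and 30.9 ± 3.17 against 74.3 ± 6.19 CPM for FEN1 (SD, n = 2).

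The 5 rows with the largest spread of the arsenite effect among lines did not hold up against the spread between replicates. The rows ENSG00000281383, ENSG00000280800, ENSG00000280614 and ENSG00000281181 had spreads of the line-specific log2 fold changes of 7.83, 7.49, 7.21 and 5.88, with edgeR adjusted p-values between 4.00e-07 and 0.00672. In each of them replicate 2 of the NES and NLS arsenite groups was high and replicate 1 was not. ENSG00000281383 had 559 and 326 counts in replicate 2 of NES and NLS arsenite, and 3 and 7 counts in replicate 1. ENSG00000291149 had a spread of 4.68 (adjusted p = 0.0185) with 12 and 2 counts in the NES arsenite replicates and 1 and 24 in the NLS arsenite replicates. Of all 24 genes called, 18 had differences of at least 50% of the fitted spread in both same-numbered pairs. The 5 rows named here are among the 6 that did not.

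**Figure D3:**
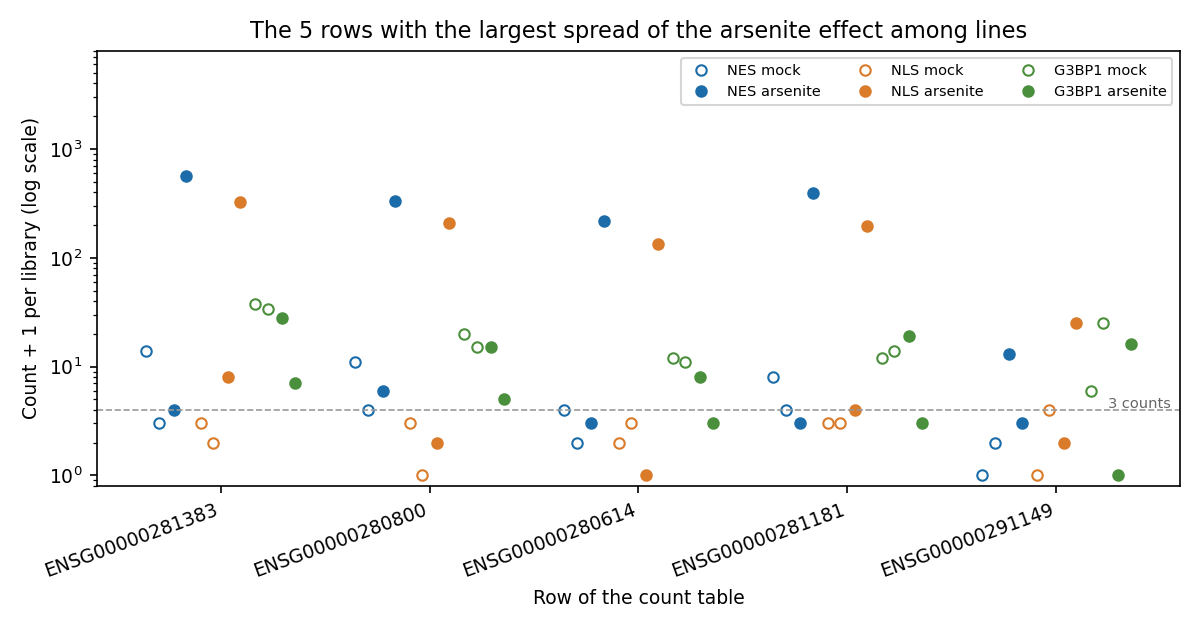
Counts plus 1 per library on a log axis for the 5 rows with the largest spread of the arsenite effect among lines, with 1 point per library, open points for mock and filled points for arsenite, and the dashed line at 3 counts. In the first 4 rows 1 of the 2 replicates of NES arsenite and of NLS arsenite stands alone, for example at 559 and 326 counts in ENSG00000281383.

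The lines were also compared without arsenite. The G3BP1 mock libraries differed from the mean of the NES and NLS mock libraries in 2473 genes by edgeR, 1388 higher and 1085 lower in G3BP1. NLS and NES mock libraries differed in 907 genes, 402 higher and 505 lower in NLS. With the replicate block the counts were 2538 and 964, and DESeq2 called 1090 and 315. With scaling by total counts alone the directions shifted to 1027 higher and 1558 lower for G3BP1, and to 511 higher and 383 lower for NLS against NES. With TMM and a change of at least 2-fold, 339 were higher and 386 lower for G3BP1. For NLS against NES, 191 were higher and 124 lower at 2-fold. The balance of directions therefore depends on the scaling and on the fold threshold.

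The largest differences between NLS and NES mock libraries were in rows counted in 1 line and nearly absent in the others. PIKFYVE had 285 and 292 counts in NLS mock libraries and 0 counts in both NES mock libraries, at least 98.0-fold higher in NLS (edgeR adjusted p = 3.31e-55). CDIN1 was at least 70.5-fold and KCTD13-DT at least 36.2-fold higher in NLS. VCPKMT, RPLP0P2 and RPSAP19 were at least 51.8-fold, 36.0-fold and 22.9-fold higher in NES, with 0 counts in both NLS mock libraries. The edgeR adjusted p-values of these 5 rows were 3.33e-25 or smaller. The same rows were counted in the arsenite libraries of the same line, with 170 and 191 counts of PIKFYVE in NLS. RPLP0P2 and RPSAP19 are pseudogenes of ribosomal protein genes. Every NLS and G3BP1 library had at most 1 count of RPLP0P2 and 0 of RPSAP19. This argues against reads shared with near-identical copies that are expressed in all lines. KCTD13-DT and RPSAP19 lie opposite to exons of KCTD13 and LINC01709. For all these rows, PIKFYVE, CDIN1 and VCPKMT among them, the strand of the counts is uncertain. A count of 0 therefore does not show that the named gene was silent in a line.

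**Figure D4:**
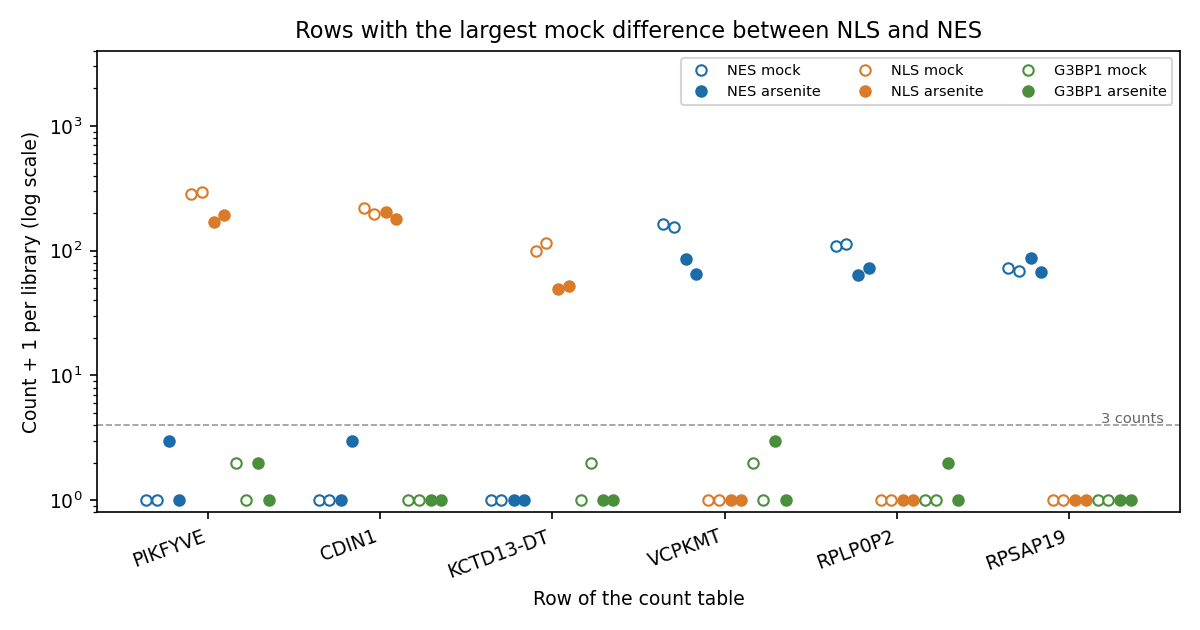
Counts plus 1 per library on a log axis for the 6 rows with the largest mock differences between NLS and NES, with 1 point per library, open points for mock and filled points for arsenite, and the dashed line at 3 counts. Each row has at least 48 counts in all 4 libraries of 1 line and at most 2 counts in each of the other 8 libraries.

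In the comparison of G3BP1 with the other lines, ENSG00000234477, annotated opposite to KRT23, had 60.7 ± 6.58 CPM in G3BP1 mock libraries against 5.68 ± 0.736 CPM in NES and 0.763 ± 1.08 CPM in NLS (SD, n = 2, log2 fold change 4.76, SE 0.320, edgeR adjusted p = 6.42e-30). ENSG00000291149 had 5 and 24 counts in the G3BP1 mock replicates, and MTUS2 had 3 and 4, with at most 3 counts in every NES and NLS mock library. DESeq2 called neither. Rows that DESeq2 left without an adjusted p were taken as not called, so this need not be a failed test. The 3 largest falls were rows with 0 counts in both G3BP1 mock libraries that were high in only 1 of the other lines. F11R was at least 34.7-fold and ENSG00000286760 at least 18.7-fold higher in NES than in G3BP1 mock libraries, and PTGS2 was at least 14.3-fold higher in NLS.

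A panel of 34 stress-response genes was examined last, because heat shock, immediate-early, metal-response and integrated stress response genes are the usual targets of arsenite. All 34 were in the table, 24 of them with fewer than 10 counts in every library, and 8 passed the filter. Of these 8, 3 were called higher after arsenite, both when adjusted over all genes and over the panel alone. JUN rose from 1.64 ± 1.43 to 10.2 ± 3.38 CPM (SD, n = 6 each, log2 fold change 2.54, SE 0.403, edgeR adjusted p = 1.06e-07) and IER2 from 2.70 ± 1.38 to 12.8 ± 3.82 CPM (log2 fold change 2.22, SE 0.324, edgeR adjusted p = 1.00e-08). DNAJB1 changed by 0.15 (SE 0.0612, edgeR adjusted p = 0.0468), a call that was lost under 13 of 20 alternatives, among them the DESeq2 test (DESeq2 adjusted p = 0.123), scaling by total counts alone and 8 of the 12 fits that each left out 1 library. With the replicate block common to all lines 3 panel genes were called, and with the block within lines 2, without DNAJB1 (edgeR adjusted p = 0.0641). The rows of HSPA8, KLF6, GCLM, DDIT3 and TRIB3 did not change detectably. Because the strand of the counts is uncertain, this does not show that transcripts of these genes were unchanged. The median log2 fold change of the 8 genes was 0.23 in NES, 0.025 in NLS and 0.27 in G3BP1, and same-numbered pairs gave 0.31 and 0.21, 0.06 and −0.10, and 0.80 and 0.27. Both NLS values were under those of the other lines, with 2 pairs per line and no test of the difference. Without the filter on low counts the medians were 0.13 in NES, 0.45 in NLS and 0.36 in G3BP1, so the order of the lines depended on the filter. The other 26 panel genes were left out by the filter. In a fit without a filter, 5 of the 34 genes were called higher by edgeR, which were JUN, IER2 and 3 of these 26, and DNAJB1 was not called. The 3 were SLC7A11, with 1 count in all mock and 25 in all arsenite libraries together (edgeR adjusted p = 2.97e-05), DUSP1 with 2 and 25 (adjusted p = 0.000169) and EGR1 with 8 and 32 (adjusted p = 0.00302). All mock libraries had at most 3 counts of each. Of the 26 genes, 20 had a log2 fold change above 0 in that fit.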

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

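Every test in this part was chosen after the results were seen. The first 3 results were singled out because a direct test found that the arsenite effect differs among lines: 24 genes in the joint test, 20 in the contrast of G3BP1 with NES and NLS, and 2 in the contrast of NLS with NES, out of 13108 tested by edgeR. DESeq2 called 0 genes in each, with 216, 298 and 171 genes at an unadjusted p under 0.05. In simulated data edgeR called 50% and DESeq2 38% of 200 genes changed in G3BP1 arsenite libraries alone, so tests of this size can make such calls. The simulated data held no genes with unusually variable replicates, so they do not show how many of the 24 calls are false. Of the 24 genes, 23 had the same direction in both same-numbered pairs and 5 had replicates of a group more than 5-fold apart.

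The 5 rows with the largest spread of line-specific log2 fold changes were singled out by the same test, with spreads of 7.83 for ENSG00000281383, 7.49 for ENSG00000280800, 7.21 for ENSG00000280614, 5.88 for ENSG00000281181 and 4.68 for ENSG00000291149. A difference between lines should appear in both replicates, and 0 of these 5 rows had differences of at least 50% of the spread in both same-numbered pairs. Residual ribosomal RNA is a candidate explanation, because 4 of the 5 rows lie inside copies of the 18S ribosomal RNA gene in RefSeq, on the strand opposite to the 5.8S genes. That location was looked up after the rows had been named. Counting on the strand of the transcript would not assign ribosomal RNA reads to these rows, apart from stray reads. The explanation therefore depends in part on the unsettled strand question. The counts of these 4 rows summed to 1506 in replicate 2 of NES arsenite and 864 in replicate 2 of NLS arsenite, and to between 5 and 78 in the other 10 libraries. Uneven ribosomal RNA depletion could give such a pattern, but no measure of depletion was analysed here, and reads shared among the near-identical copies were not tested apart. For ENSG00000291149 no explanation was tested.

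Outside the 4 rows in 18S copies, 20 genes remained among the calls, with spreads from 0.40 to 4.68. Of these, 18 had differences of at least 50% of the spread in both pairs and 20 had the same direction in both. The other 2 were ENSG00000291149, with differences of 5.80 and 1.48 in the pairs, and ARHGAP5-AS1, with 0.43 and 2.91. In the 18 genes the difference was thus not carried by 1 replicate alone. The calling itself favours genes whose replicates are close, so this count is no independent evidence of a difference between lines.

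The replicates of NES and NLS arsenite also deviated from their group means together, with a Pearson's r of 0.284 across 6521 genes, which are not independent replicates. Without the 20 genes that deviated most it was 0.0958, and without the rows in 18S copies 0.0878. A few genes may therefore account for most of it, which is within the limit of 0.1 set after the first value was seen. No biological explanation of the shared deviation was tested.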

How the results depend on the processing

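Alternatives were fixed before the data were examined, except the length, GC and most-counted-gene corrections, which were chosen after seeing the data. The number of genes called for the average arsenite effect was 4986, and it was between 3595 and 5351 under the alternatives that kept a threshold on the adjusted p alone, and 1140 with a fold change of at least 2. It was 4614 with a length trend removed, with and without the replicate block (3933 of them among the 4986 without the block), 4755 with a GC trend removed (4761 with the block) and 4938 without the 50 most counted genes, with and without the block. Leaving out each library in turn gave 4681 to 4972 genes. Numbers of genes called in the line-specific and mock comparisons were not recomputed this way, because a group would be left with 1 library.

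The DESeq2 test called fewer genes in every comparison but the average by more than 1.5 times: 1003 in NES, 697 in NLS, 749 in G3BP1, 1090 for G3BP1 against the other lines in mock, 315 for NLS against NES in mock, and 0 in each of the 3 tests of differences between arsenite effects (216, 298 and 171 genes at an unadjusted p under 0.05). A minimum of 2-fold gave 1240 genes in NES, 897 in NLS, 1018 in G3BP1, 12 and 1 in the differences of G3BP1 from the others and of NLS from NES, and 725 and 315 in the mock comparisons. An adjusted p under 0.01 gave 1667, 1333 and 1217 genes in NES, NLS and G3BP1, 13 in the difference of G3BP1, and 1545 and 551 in the mock comparisons. The cause was not tested. With the replicate block the difference of NLS from NES had 4 genes in place of 2. The replicate block within lines gave 4835 genes for the average, 2686, 2342 and 2151 in the lines, and 28, 21 and 2 for the differences.

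Scaling by total counts alone turned the majority of calls from higher to lower in all 3 lines, with 1312 higher and 1380 lower in NES (1425 and 1233 with TMM), 1081 and 1271 in NLS (1267 and 1067) and 929 and 1177 in G3BP1 (1209 and 937). It gave 1027 higher and 1558 lower for G3BP1 in mock (1388 and 1085), and 511 higher and 383 lower for NLS against NES in mock (402 and 505). For G3BP1 in mock this scaling moved the median log2 fold change of all genes from −0.012 to −0.106. The G3BP1 row was not called by DESeq2 (0.82, DESeq2 adjusted p = 0.131, against 0.0154 to 0.0377 under the other alternatives that kept all libraries), and its log2 fold change ranged from 0.62 to 1.27 over the 12 fits that each left out 1 library.

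The panel medians without a filter were 0.13 in NES and 0.45 in NLS, against 0.23 and 0.025. Over fits that each left out 1 library the medians ranged from 0.22 to 0.40 in NES and from −0.039 to 0.21 in NLS. In G3BP1 they ranged from 0.24 without G3BP1 mock 1 to 0.50 without G3BP1 mock 2, against 0.27 with all libraries. The number of panel genes called was 3, and 5 both without a filter and with a mean of at least 1 CPM, where SLC7A11, DUSP1 and EGR1 entered and DNAJB1 dropped out. It was 2 or 3 in the other settings, including the 12 fits that each left out 1 library. Among the named genes, 503 of 531 recomputed values kept their direction and side of the threshold, 20 were weaker, 1 stronger and 7 reversed. All 7 reversals were in genes that were not called: KLF6 was 0.019 with the DESeq2 test, 0.105 with the mean of the line-specific contrasts, and 0.026, 0.037, 0.049 and 0.13 without NES mock 2, NLS mock 1, NLS mock 2 and NLS arsenite 1, and TRIB3 was −0.070 without NLS arsenite 1. Over the 12 fits that each left out 1 library, KLF6 ranged from −0.15 to 0.13 and TRIB3 from −0.070 to 0.40. The 1 stronger value was DDIT3, with a log2 fold change of 0.27 without NLS arsenite 2, against 0.20 with all libraries. The cause was not tested. The depth limits rows near the floor of 3 counts, which include all 8 named rises in mock libraries.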

Other observations

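Tests in this part on depth, gene length, the most counted genes, other splits and upstream neighbours were written before their results were seen, except the fits without the most counted genes, and all others after. For the average arsenite effect, 32 splits of the 12 libraries part every same-numbered pair, and 1 of them, the real one, gave as many as 4986 genes. The highest count in the other splits was 176 and their median 0. Total counts did not differ between treatments (two-sided exact permutation test, p = 0.119). Log2 fold change followed gene length (Spearman's rho across genes 0.228). With a length trend removed, 4614 of 12433 genes with a known length were called, 3933 of them among the 4986, so length does not explain these 3933 calls fully. The share of counts held by the 50 most counted genes did differ, with 21.3% ± 0.632 in mock and 22.8% ± 0.616 in arsenite libraries (SD, n = 6, two-sided exact permutation test, p = 0.00433). Without these genes 4938 were called, a fit that could hardly come out otherwise, because TMM already trims such genes. Scaling by total counts alone, which leaves the difference in, gave 2168 higher and 2856 lower, with 4610 of its 5024 calls among the 4986. The balance of directions at this threshold therefore depends on the scaling. That scaling moves all genes of a library alike, and the median log2 fold change went from −0.012 to −0.060. It thus neither shows nor excludes a few genes taking more of the counts as the cause. The move is small beside a 2-fold change, where 746 genes were higher and 394 lower with TMM. The 2-fold counts were not recomputed with that scaling.

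Counts on rows opposite to abundant transcripts raise the question whether reads were counted on the wrong strand. The hypothesis was given 3 tests, and each came out between what was predicted for the wrong strand and for the right strand. All were chosen, and their limits set, after values had been seen, and the last was added after the first tests had fallen between their predictions. A single limit of 50, tried first, would have put the first 2 tests against the hypothesis and the ribosomal protein test of ignored strand in its favour. Ribosomal protein genes had a median percentile of 65.6 among 19843 protein-coding rows, where under 50 was predicted for the wrong strand and 90 or more for the right one. MT-ND6, the only mitochondrial protein-coding gene on the light strand, held 43.0% to 57.8% of mitochondrial protein-coding counts, where over 50% in every library was predicted for the wrong strand and under 25% for the right one. Of 29 ribosomal protein genes with an exonic partner on the other strand, the partner held more counts in 20, or 69.0%, where over 75% was predicted for the wrong strand and under 25% for the right one. Counting that ignores strand was tested through the share of XIST in the counts of XIST and TSIX, at most 0.289% in a library, which goes against it, but that value had been noticed beforehand. The 44 ribosomal protein genes with no opposite gene had a median percentile of 54.0, between the predictions of 90 or more and under 50. The median protein-coding row had only 1 or 2 counts in a library, so a few stray reads move both percentiles, and neither counts against an explanation. ACTB with 26 to 49 and ALB with 11 to 29 counts have no exonic partner in GENCODE release 29, and MT-ND6 had 8125 to 12331 counts against 588 to 1096 for MT-CO1. Such values go against counting on the strand of the transcript, as the share of XIST goes against ignored strand. Counting on the opposite strand is the candidate explanation that remains of those weighed. It stays a hypothesis, because these values raised it and its tests did not meet their predictions for the wrong strand. The MT-ND6 share, at least 43.0% in every library, and the partner share of 69.0% were above the 25% limit for the right strand. Both go against counting on the strand of the transcript. No biological explanation was tested. Of 2903 pairs of coding and non-coding rows with overlapping exons and at least 100 counts, the non-coding row was higher in 2042.

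If the strands are exchanged, a stress response would be counted on partners of the panel genes. The 6 tested rows that overlap exons of panel genes from the other strand, whose values had been seen, were all higher after arsenite, 5 of them called by edgeR, with a median log2 fold change of 0.93. Random sets matched on mean count reached this median with a one-sided permutation p of 0.0001, the smallest that 10000 draws can give. ENSG00000267598, opposite to IER2, rose by a log2 fold change of 1.90 (SE 0.0586, edgeR adjusted p = 1.45e-53) and MARS1, opposite to DDIT3, by 1.29 (SE 0.0820, edgeR adjusted p = 3.62e-27). The pair of SLC7A11 went against it. SLC7A11-AS1 did not change detectably (log2 fold change 0.035, edgeR adjusted p = 0.816) while the SLC7A11 row itself went from 1 to 25 summed counts. The panel's response may be counted on some partners, but not on all, and MARS1 may respond itself.

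Read-through past gene ends is a candidate explanation of some rises. Genes within 5 kb behind a same-strand neighbour had a median log2 fold change 0.13 higher than genes over 50 kb away, but the difference was 0.16 for divergent and 0.41 for convergent opposite-strand neighbours, so same-strand read-through is not singled out. The convergent pattern was seen while several neighbour classes and distances were explored, before its test was written, and 6 comparisons were made in all. Among genes with no opposite-strand overlap, 744 with a close convergent neighbour had a median of 0.38 and 212 with a close divergent neighbour 0.09, a difference of 0.29 (permutation p = 0.0001, the smallest that 10000 permutations can give, and the same p for the other 5 comparisons). With a length trend taken out the difference was 0.27. This is consistent with read-through from a convergent neighbour counted on the opposite strand, a hypothesis that depends on the unsettled strand question. Genes are not independent replicates.

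Rows with at least 10 counts in all 4 libraries of 1 line and at most 3 in the other 8 numbered 26 for NES, 34 for NLS and 0 for G3BP1, and 11, 16 and 0 with at least 20 counts. Depth is not the likely reason for G3BP1, since lowering the minimum still gave 0. Of the 57 rows that could be placed, 10 lay within 1 Mb of another row of the same line, against a median of 2 and a highest value of 14 in 10000 random draws of tested rows (one-sided permutation p = 0.00370). The window, and the use of the larger set, were chosen after the rows were seen. Transcription over a stretch of the genome in 1 line, such as at a site of construct integration, may explain part of it, but integration sites were not analysed here.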
